A study of Homo sapiens with 6 samples. Its data were reported in "Identification of asporin as a HER3 ligand exposes a therapeutic vulnerability in prostate cancer" (2025).

How the data were processed

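RNA sequencing was analysed for 6 libraries of VCaP cells, a human prostate cancer cell line. Of these, 3 came from enzalutamide-resistant VCaP cells and 3 from parental VCaP cells. Enzalutamide is a drug used to treat prostate cancer. The study derived the resistant cells from the parental line by continuous exposure to enzalutamide and then kept them in the drug. Resistance and the presence of drug therefore cannot be separated with these libraries. The study's sequencing methods describe starving cells of serum and calcium for hours before treatment. Whether the cultures compared here, for which no such treatment is named, were starved as well is not stated. Replicates were parallel cultures of each line and not separate derivations of resistance, and the spread between them describes culture and library preparation only.

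The authors trimmed adapters with Cutadapt, aligned paired-end reads to GRCh38 with STAR and the Gencode annotation, and counted reads per gene with featureCounts. The values in the deposited table are raw counts per gene, whole numbers that the authors had not divided by size factors. The strand setting of the counting is not stated, so reads of overlapping or antisense genes may have been shared, and such overlaps are given beside the genes named. The table held 34403 genes, each with a total count of at least 1, of which 17047 were protein-coding and 9089 were long non-coding RNA genes. It contained 0 per-sample columns from outside the series and 0 rows without a gene. Gene coordinates are those of the deposited table. They were identical to GENCODE v44 for 100% of the genes with the same identifier version, which made up 84.9% of the table. Exon overlaps were taken from GENCODE v44, whereas the study names an earlier version, so overlaps in its counting may differ.

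Groups were taken from the sample titles. Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr at its default settings, which left 18367 genes and took out 16036 genes that held 0.0546% of all counts. Libraries were scaled by the trimmed mean of M values (TMM), with factors from 0.993 to 1.01. Each gene was tested two-sided with the quasi-likelihood test (glmQLFit and glmQLFTest), without a covariate, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p of at most 0.05 together with a fold change of at least 1.5 in either direction. The study applied these thresholds with DESeq2, which was run here as an alternative. Positive log2 fold changes denote higher expression in resistant cells. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Expression is given as CPM, the count scaled to a common library size after TMM scaling, as mean ± SD over replicates.

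Gene lists were written from general knowledge before the data were examined, since the signature database used in the study was not used here. The 5 lists tested were androgen-induced genes, MAPK output genes, proliferation genes, neuroendocrine genes and ErbB ligands. They were tested with camera in limma 3.58.1, with a preset correlation of 0.01, two-sided and adjusted over the 5 lists. On these lists, 2 genes (NRG1 and NEUROD1) were not analysed here. The rule for naming genes was also fixed before the data were examined. It named the ErbB receptors, ERG, NR3C1, ASPN and 1 further gene that is not reported here in any case, and called members of each list up to 4 per list by absolute fold change. It added the 5 largest increases and the 5 largest decreases among called genes with a mean of at least 10 CPM and no overlap between the groups. Genes named outside this rule are identified as such.

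Similarity between libraries was described by Pearson correlations and principal components of log2 CPM with a prior count of 2. Replicates were compared with each other by a chi-square test of their counts, and no pair was identical or within sampling noise. The lowest chi-square per degree of freedom was 3.04, for parental replicates 1 and 3. The fitting code was tested on simulated data built from the real means, dispersions and library sizes. In that test over 18367 genes, 200 genes with a mean above 1 CPM were changed by a log2 fold change of 1. Of these, 100% were called, with a median recovered value of 1.00, and 4 unchanged genes were called. Recovery of changes in genes with a lower mean was not tested.

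Alternatives were DESeq2 1.42.0, limma-voom, RLE size factors, library size without composition scaling, no filter on low counts, a mean of at least 50 counts, a replicate block, and the omission of each library in turn. For the number of called genes, no fold-change limit, a fold change of at least 2 and a test against a fold change of 1.5 (glmTreat) were added. For the gene lists, fry and camera with an estimated correlation were used. Offsets for GC content and exon length were chosen after seeing the data. Total counts lay between 57894408 and 62237774 per library. The precision of each value depended on these counts and on the spread between replicates. A gene with at most 3 counts in every library of both groups was given no fold change.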

Results

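To compare gene expression between enzalutamide-resistant and parental VCaP cells, RNA was sequenced from 3 cultures of each. VCaP is a cell line from a prostate cancer metastasis that carries a fusion of TMPRSS2 with ERG. Total counts assigned to genes were 57894408, 58871357 and 60973124 in resistant replicates 1, 2 and 3, and 60099527, 60850663 and 62237774 in parental replicates 1, 2 and 3. The most abundant gene in every library, EEF1A1, took between 1.69% and 1.93% of the counts. Mitochondrial genes took between 4.21% and 4.55% of counts in resistant libraries and between 3.77% and 4.18% in parental libraries.

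Libraries were more similar within groups than between them. Across genes, Pearson correlations of log2 CPM ranged from 0.9937 to 0.9942 for the 6 pairs within a group and from 0.9867 to 0.9874 for the 9 pairs between groups. Genes are not independent replicates, and these correlations carry no test. The first principal component held 52.6% of the variance and separated the groups, and the second held 12.7%. Variation between replicates was small, with a biological coefficient of variation of 2.79%.

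Of 18367 genes tested, 1349 were called between resistant and parental cells. Expression was higher in resistant cells for 523 of these and lower for 826. Protein-coding genes made up 1042 of the called genes and long non-coding RNA genes 219. The fold-change limit had the largest effect on this number, since 6482 genes (35.3%) had an adjusted p of at most 0.05 with edgeR's quasi-likelihood test when no limit was set, 3206 of them higher and 3276 lower in resistant cells. Among the called genes, 675 differed at least 2-fold and 137 at least 4-fold. The groups did not overlap in CPM for 1304 of the called genes. Over all tested genes this was so for 44.2%, against 10% by chance with 3 libraries in each group.

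**Figure D1:**
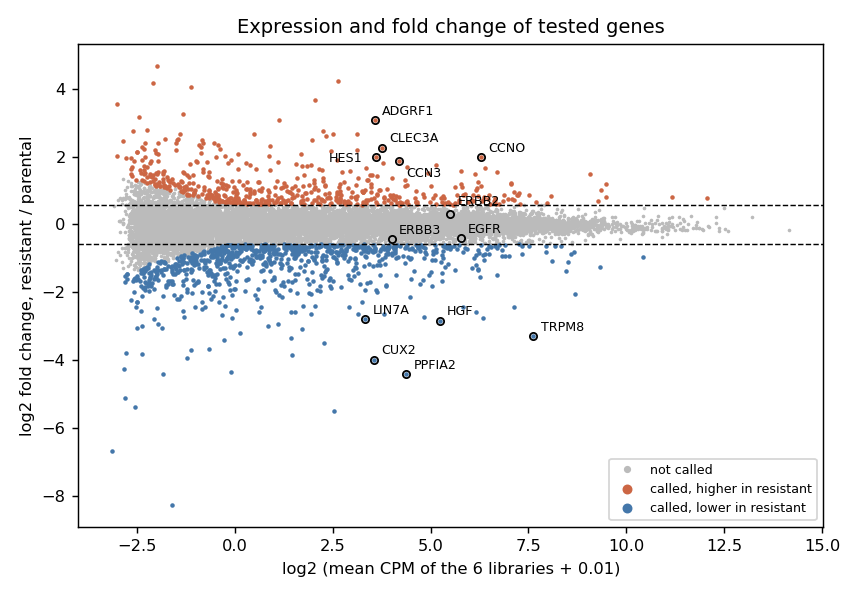
Log2 fold change (resistant over parental) of each tested gene against the log2 of its mean CPM over the 6 libraries, with called genes in colour, dashed lines at a fold change of 1.5, and selected genes circled. ERBB2, ERBB3 and EGFR lie between the lines.

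HER2, the product of ERBB2, was among the proteins that the study compared between resistant and parental cells. ERBB2 (ENSG00000141736.14, chromosome 17, 39687914 to 39730426, GRCh38) reached 50.2 ± 0.920 CPM in resistant cells and 40.7 ± 0.981 CPM in parental cells (SD, n = 3). Its log2 fold change was 0.30 ± 0.04 (SE), with an adjusted p of 9.10e-09 by edgeR, and all 3 resistant libraries lay above all 3 parental ones. This difference exceeded the spread between replicates but was below the fold-change limit, so ERBB2 was not among the called genes. Exons of ERBB2 overlap those of MIEN1 and PGAP3 over 715 bp. The alternative that moved ERBB2 most was an offset for GC content and exon length, chosen after seeing the data, which gave 0.32.

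The other ErbB receptors moved in the opposite direction or were barely detected. ERBB3, which encodes HER3 (ENSG00000065361.17, chromosome 12, 56076799 to 56103505), was at 13.7 ± 0.918 CPM in resistant and 18.4 ± 0.180 CPM in parental cells (SD, n = 3). Its log2 fold change was -0.43 ± 0.06 (SE, edgeR adjusted p 1.12e-07). EGFR (ENSG00000146648.20, chromosome 7, 55019017 to 55211628) was at 47.0 ± 5.11 CPM in resistant and 62.4 ± 2.48 CPM in parental cells (SD, n = 3), a log2 fold change of -0.41 ± 0.05 (SE, edgeR adjusted p 2.18e-09). Neither passed the fold-change limit, and in both the 3 resistant libraries lay below the 3 parental ones. EGFR shares 186 bp of exon with the antisense gene EGFR-AS1. ERBB4 (ENSG00000178568.15, chromosome 2, 211375717 to 212538841) had 1 count over the 6 libraries and was not tested. A difference in ERBB4 was not detectable at this depth.

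**Figure D2:**
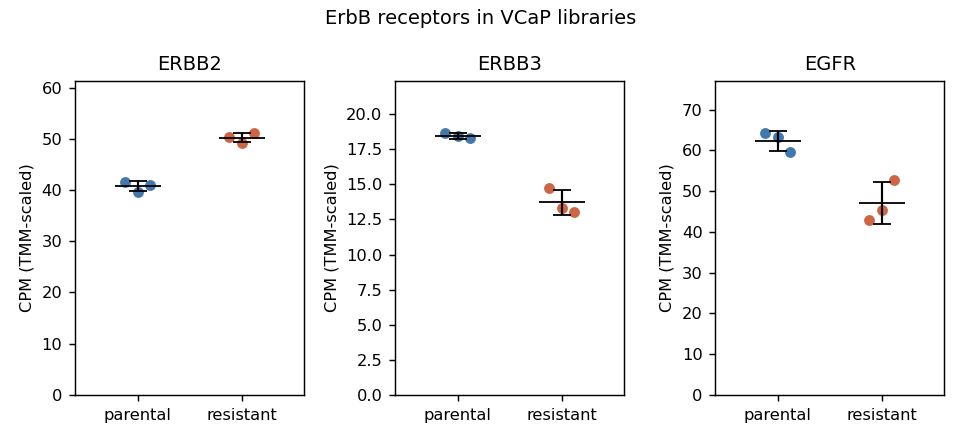
CPM of ERBB2, ERBB3 and EGFR in each library (points), with the mean (horizontal bar) and SD (error bar) of 3 parental and 3 resistant libraries, on axes that start at 0. ERBB2 rose from 40.7 to 50.2 CPM, whereas ERBB3 and EGFR were lower in resistant cells.

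NR3C1, which encodes the glucocorticoid receptor (ENSG00000113580.15, chromosome 5, 143277931 to 143435512), was called, at 8.06 ± 0.531 against 4.81 ± 0.219 CPM (SD, n = 3), with a log2 fold change of 0.74 ± 0.09 (SE, edgeR adjusted p 5.55e-09). ERG (ENSG00000157554.19, chromosome 21, 38380027 to 38661780) was abundant in both groups, at 477 ± 4.64 CPM in resistant and 515 ± 10.2 CPM in parental cells (SD, n = 3). Its log2 fold change was -0.11 ± 0.02 (SE, edgeR adjusted p 5.15e-05), and it was not called. ASPN, the gene of the secreted protein asporin that the study describes as a HER3 ligand (ENSG00000106819.13, chromosome 9, 92456205 to 92482506), had 4 counts in resistant and 2 in parental libraries and was not tested.

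Expression of genes induced by androgen was examined because the study selected the resistant cells under enzalutamide. The list of 20 genes was lower in resistant cells as a set (camera adjusted p 5.51e-07), with a median log2 fold change of -0.25. Its members went both ways. Of 15 members with an edgeR adjusted p of at most 0.05 over all genes, 10 were lower and 5 higher, and 17 passed when adjusted over the list alone. The 4 called members with the largest changes were STEAP4, HERC3, SLC45A3 and KLK3. STEAP4 (ENSG00000127954.13, chromosome 7, 88270892 to 88306894) had a log2 fold change of -3.36 ± 0.17 (SE), at 0.476 against 4.91 CPM, and shares 782 bp of exon with AC003991.3. HERC3 (ENSG00000138641.18, chromosome 4, 88592434 to 88708541) changed by -1.66 ± 0.42 (SE) and rested on few reads, between 6 and 11 counts in resistant libraries and between 22 and 33 in parental ones. SLC45A3 (ENSG00000158715.6, chromosome 1, 205657851 to 205680509) changed by -1.36 ± 0.02 (SE), from 505 to 196 CPM. In contrast, KLK3, which encodes prostate-specific antigen (ENSG00000142515.15, chromosome 19, 50854915 to 50860764), was higher in resistant cells by 1.26 ± 0.03 (SE), at 105 ± 1.58 against 43.8 ± 1.15 CPM (SD, n = 3). Its neighbour and close paralog KLK2 (chromosome 19, 50861568 to 50880567), chosen after its values were seen, was at 4904 CPM in resistant and 5599 CPM in parental cells, a log2 fold change of -0.19 ± 0.02 (SE). How reads that fit both genes were assigned is not known, so the value of KLK3, the less abundant of the pair, is uncertain.

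The neuroendocrine list was higher in resistant cells as a set (camera adjusted p 1.38e-05), with a median log2 fold change of 0.26 over 10 tested members. Of 8 members with an edgeR adjusted p of at most 0.05, 7 were higher, and the number was also 8 when adjusted over the list alone. SCG2 (ENSG00000171951.5, chromosome 2, 223596940 to 223602361) rose from 2.34 ± 0.0717 to 14.9 ± 0.465 CPM (SD, n = 3), a log2 fold change of 2.67 ± 0.08 (SE). INSM1 (ENSG00000173404.5, chromosome 20, 20368104 to 20370949) moved the other way, by -0.79 ± 0.06 (SE). These 2 were the only called members.

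MAPK output was tested as a readout of ErbB signaling and ErbB ligands as inputs to it. Neither list gave a set-level difference with camera. The MAPK output list had a median log2 fold change of -0.28 and a camera adjusted p of 0.219 over 8 tested members. Of these, 3 had an edgeR adjusted p of at most 0.05 over all genes and 3 when adjusted over the list alone. Its called members were both lower in resistant cells. SPRY4 (ENSG00000187678.10, chromosome 5, 142310427 to 142326455) changed by -1.78 ± 0.16 (SE) and DUSP4 (ENSG00000120875.9, chromosome 8, 29333064 to 29350684) by -0.89 ± 0.10 (SE). The ErbB ligands list had a median log2 fold change of 0.17 and a camera adjusted p of 0.291 over 6 tested members. With so few members, these camera results do not exclude a shift in either list. Among the ligands 0 were called, 3 had an unadjusted p under 0.05, 2 had an edgeR adjusted p of at most 0.05 over all genes and 3 when adjusted over the list alone. Those 2 ligands, named after their values were seen, were HBEGF at 0.48 ± 0.06 (SE) and TGFA at 0.41 ± 0.11 (SE). The adjusted p of TGFA was 0.0635 without resistant replicate 1, so it passed that threshold only with that library included.

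The proliferation list was lower in resistant cells (camera adjusted p 0.0118), with a small median log2 fold change of -0.11 over 20 members. Of these, 13 had an edgeR adjusted p of at most 0.05, 12 of them lower, and 16 passed when adjusted over the list alone. The number of called members was 0, and 16 had an unadjusted p under 0.05. With an estimated correlation, camera gave an adjusted p of 0.0822 for this list, whereas the androgen-induced and neuroendocrine lists kept an adjusted p below 0.05 under both that setting and fry.

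**Figure D3:**
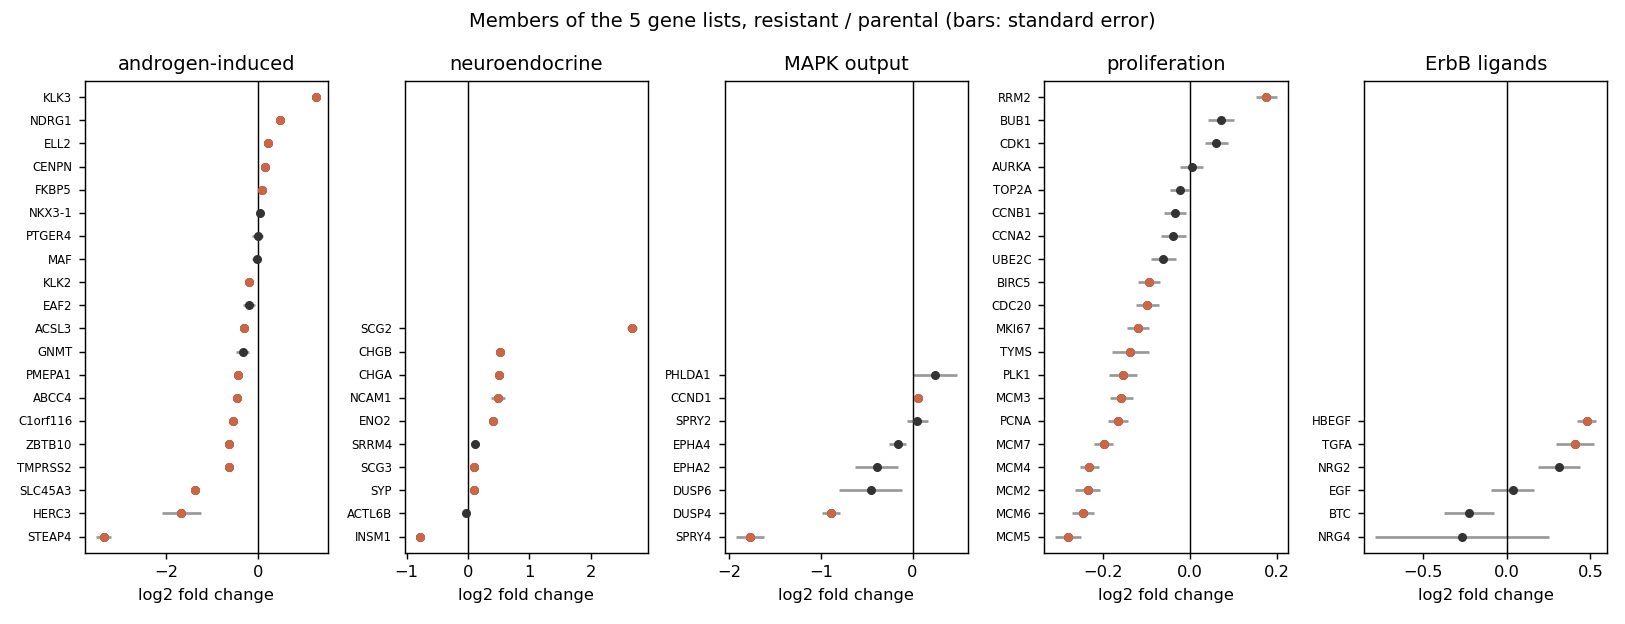
Log2 fold change (resistant over parental) of each tested member of the 5 lists, with bars for the standard error and coloured points for an edgeR adjusted p of at most 0.05, on a horizontal scale that differs between panels. Members of the androgen-induced list range from -3.36 for STEAP4 to 1.26 for KLK3, and those of the proliferation list from -0.28 for MCM5 to 0.18 for RRM2.

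The largest increases among genes with at least 10 CPM on average were in ADGRF1, CLEC3A, HES1, CCNO and CCN3. ADGRF1 (ENSG00000153292.16, chromosome 6, 46997708 to 47042350) rose from 2.56 ± 0.0402 to 21.4 ± 1.33 CPM (SD, n = 3), a log2 fold change of 3.06 ± 0.08 (SE, edgeR adjusted p 3.97e-28). The others were CLEC3A (ENSG00000166509.12, chromosome 16, 78022515 to 78066761) at 2.26 ± 0.07, HES1 (ENSG00000114315.4, chromosome 3, 194136148 to 194138732) at 1.99 ± 0.07, CCNO (ENSG00000152669.9, chromosome 5, 55231152 to 55233608) at 1.98 ± 0.04 and CCN3 (ENSG00000136999.5, chromosome 8, 119416446 to 119424434) at 1.88 ± 0.06 (log2 fold change ± SE). Exons of CCN3 overlap another annotated gene over 204 bp.

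The largest decreases under the same rule were in PPFIA2, CUX2, TRPM8, HGF and LIN7A. PPFIA2 (ENSG00000139220.17, chromosome 12, 81257975 to 81759553) fell from 39.8 ± 0.420 to 1.86 ± 0.275 CPM (SD, n = 3), a log2 fold change of -4.41 ± 0.07 (SE, edgeR adjusted p 2.95e-34). Its exons overlap those of ACSS3 and of PPFIA2-AS1 over 1758 bp, and PPFIA2-AS1, named after its values were seen, had a log2 fold change of -4.35 ± 0.34 (SE). LIN7A (ENSG00000111052.8, chromosome 12, 80792520 to 80937934) lies close to it and had a log2 fold change of -2.80 ± 0.09 (SE), with 294 bp of exon shared with ACSS3. ACSS3, which lies between PPFIA2 and LIN7A, had a log2 fold change of -2.10 ± 0.49 (SE) and was named after its values were seen. TRPM8 (ENSG00000144481.17, chromosome 2, 233917373 to 234019522) fell from 358 ± 7.12 to 36.6 ± 1.09 CPM (SD, n = 3), a log2 fold change of -3.29 ± 0.03 (SE), and shares 119 bp of exon with AC005538.5. CUX2 (ENSG00000111249.14, chromosome 12, 111034165 to 111350554) changed by -3.99 ± 0.09 and HGF (ENSG00000019991.18, chromosome 7, 81699010 to 81770438) by -2.83 ± 0.05 (log2 fold change ± SE).

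Fold changes were also summarised by chromosome, a comparison chosen after the values were seen. The 230 tested genes of chromosome 21 had a median log2 fold change of -0.22, and 79.6% of them were lower in resistant cells. For the 22 other chromosomes with at least 100 tested genes, medians ranged from -0.04 to 0.03. Chromosome 21 carries ERG and TMPRSS2. TMPRSS2 (ENSG00000184012.14, chromosome 21, 41464300 to 41531116), a called member of the androgen-induced list chosen here after its values were seen, had a log2 fold change of -0.64 ± 0.02 (SE), at 225 ± 5.64 against 349 ± 6.01 CPM (SD, n = 3), and overlaps exons of MX1 over 562 bp.

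**Figure D4:**
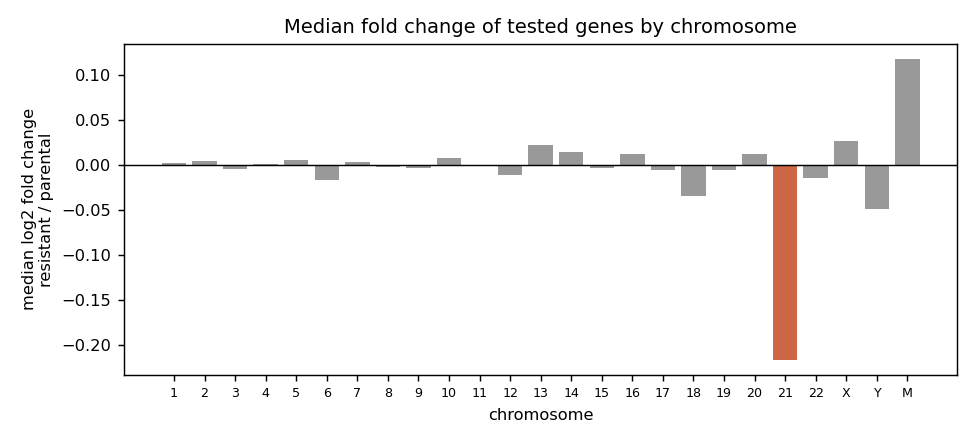
Median log2 fold change (resistant over parental) of the tested genes on each chromosome, with M for the mitochondrial genome. Chromosome 21, coloured, is at -0.22, and the mitochondrial genes are at 0.12.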

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

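The number of called genes depended most on the fold-change limit. Against 1349 called genes, it was 6482 with no fold-change limit, 675 with a fold change of at least 2 and 582 with glmTreat against a fold change of 1.5, which follows from how each limit is set. With other tools, scalings and filters it ranged from 920, for a mean of at least 50 counts where fewer genes were tested, to 1404 without a filter on low counts. DESeq2 called 1146 genes, 1124 of them shared with the 1349 and all of these in the same direction. The number lay between 1261 and 1353 across the 6 fits that each left out one library. Offsets for GC content and exon length, chosen after seeing the data, gave 1352 called genes.

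ERBB2, ERBB3 and EGFR kept their direction and an adjusted p of at most 0.05 under each of the 14 alternatives run for them. Log2 fold changes ranged from 0.28 to 0.32 for ERBB2, from -0.48 to -0.39 for ERBB3 and from -0.50 to -0.35 for EGFR. ERBB4 had too few counts for a test under the filter and has no alternatives here. Among the named genes, 1 alternative moved an adjusted p across the threshold and 376 did not. The exception was TGFA, whose adjusted p was 0.0635 without resistant replicate 1, the highest over its alternatives.

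The list tests depended on the method. With fry, the MAPK output list had an adjusted p of 0.00196 and the ErbB ligands list 0.000451, both past the threshold that camera did not reach. Fry, used here in its directional form, asks whether the members of a list moved in a common direction, without comparing them with other genes. For both lists it gave the same direction as camera. Camera compares the members with other genes, and many genes differed in these libraries. With camera and an estimated correlation, the proliferation list had an adjusted p of 0.0822 and was no longer past the threshold, and its adjusted p over all alternatives ranged from 0.000135 to 0.0822. The androgen-induced and neuroendocrine lists kept their direction and stayed past the threshold under every alternative run for them.

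The mean correlation between groups was 0.987 and moved to 0.985 with a prior count of 0.5, which gives low counts more weight. Replicate numbers were shared between the groups but did not pair the samples, since the deviations of same-numbered libraries from their group means had correlations between 0.00549 and 0.00916. With a replicate block 1319 genes were called, the log2 fold change of ERBB2 was 0.30, and no call changed among the lists and named genes.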

Other observations

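The tests on chromosome 21, on KLK3 and on the MCM genes were chosen only after the results were seen, whereas those on other splits of the libraries, on the ERBB2 region and on neighbouring genes were chosen before.

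With 3 libraries in each group, 10 splits of the 6 libraries are possible. Of these, 1 gave as many called genes, the real split itself with 1349. Each of the other 9 splits gave 0 called genes, with between 267 and 336 genes at an unadjusted p under 0.05. A share of 1 in 10 is the smallest this design allows, so the splits alone cannot exclude chance.

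Genes of chromosome 21 were lower in resistant cells, with a median log2 fold change of -0.22. A trend with GC content or gene length is argued against as the whole cause, because the median was -0.20 (-0.195) with offsets for both. A few strongly changed genes are argued against by the share of lower genes, which was 79.6% against 45.1% to 56.3% on the 22 other chromosomes with at least 100 tested genes. A single deviating library is argued against by the median deviation of chromosome 21 genes per library, where the groups were apart by 0.21 (0.207) on the log2 scale and the range within a group was at most 0.00415. The shift reached along the whole chromosome and over all levels of expression. Medians ranged from -0.28 to -0.18 over 4 parts of the chromosome by position and from -0.23 to -0.20 over 3 parts by expression. The weakest of these, -0.18, lay beyond the 95% range of 10000 random gene sets of its size, from -0.06 to 0.06. A candidate explanation is fewer copies of chromosome 21 in resistant than in parental cells. Whether this would hold for all resistant cells or for a share of them cannot be told from these values. DNA was not analysed here, and a difference between the lines that arose in culture without any link to enzalutamide remains untested.

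ERBB2 was higher in resistant cells by 0.30 on the log2 scale. The 28 other tested genes within 0.5 Mb of ERBB2 had a median of 0.05 (0.0543), below the 0.30 of ERBB2, which argues against a gain of that whole region. Of these genes, 6 were higher and 2 lower with an edgeR adjusted p of at most 0.05.

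Called genes lay next to each other more often than a random order gives. Among adjacent tested genes, 205 pairs were called in the same direction, against a median of 52 in 1000 shuffles of the gene order. Without pairs that overlap on the genome 147 pairs were left, above the 95th percentile of 50 in shuffled order, which argues against overlapping annotation as the whole cause. Shared regulation, paralogs in tandem, transcription running past gene ends and copy number remain open and were not tested.

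KLK3 rose by 1.26 on the log2 scale. If reads of the far more abundant KLK2 had leaked into KLK3 and made this rise, KLK2 would have to rise as well, but its log2 fold change was -0.19 (-0.191). This argues against reads shared with KLK2 as the cause of the rise, while the level of KLK3 itself stays uncertain. Most called members of the androgen-induced list were lower while KLK3 was higher. Whether this reflects drug in the medium at harvest, or medium without serum, could not be tested.

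MCM2 to MCM7 were lower in resistant cells, with log2 fold changes from -0.28 to -0.16 and a median of -0.23. The 11 mitotic members of the proliferation list had a median of -0.04, a difference of 0.20 (0.196). Both sets were picked from the list after the values of its members were seen, and the other members went both ways, with PCNA at -0.17, TYMS at -0.14 and RRM2 at 0.18. The difference therefore decides nothing about a smaller share of cycling cells, which stays open.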
